A study of Mus musculus with 12 samples.

How the data were processed

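Bulk RNA was sequenced from 12 libraries of sorted mouse liver cells, 3 replicates in each of 4 groups. Per the labels' protocols, mice received AAV8-TBG-Cre, a virus that expresses Cre recombinase under a hepatocyte promoter and so marks hepatocytes and their descendants with EGFP. The mice were fed 0.1% DDC, a compound that injures the bile ducts, from 1 week later and for 8 weeks. Groups were taken from the sample titles, together with the sorted surface markers. Library preparation was done by a service provider, per the labels.

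The authors deposited a table of raw counts per gene symbol, made with featureCounts per the name of the deposited table. The aligner, the versions, the genome build, the annotation, the strandedness and the treatment of reads that match several genes were not stated. Genes that share reads with a close copy or an overlapping gene are therefore uncertain, and no coordinates are given. The authors deposited a second table of signal, the same counts divided by 1 size factor per sample. The ratio of count to signal was constant within each sample and matched recomputed median-of-ratios factors, which ran from 0.623 to 0.711 in the early group and from 1.17 to 1.33 in the full and BEC groups. The count table was used for all tests. It held 53599 genes, 0 rows without a gene name and 0 columns without a sample.

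Analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with Python 3.11.15 and matplotlib 3.10.9 for figures. Genes were kept by filterByExpr with the group as factor, which left 16210 genes holding over 99% of the counts of each library. Counts were scaled by TMM factors. All 12 libraries entered 1 fit with a term per group. Pairs of groups were compared by edgeR's quasi-likelihood test and all 4 groups by its F test. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. The common biological coefficient of variation was 14.8%. CPM values use the TMM-scaled library size, and log2 CPM a prior count of 2. Levels at or under 3 counts were treated as the floor, which corresponds to between 0.128 and 0.273 CPM. Floors cover counting error only, since reads amplified by PCR are not independent molecules.

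The position of each library was its projection, in log2 CPM over the kept genes, on the line from the early mean to the BEC mean. The share of the change reached was the median over genes of the change from early divided by the change from early to BEC, for genes called between BEC and early with an absolute log2 fold change of at least 1. Groups of positions were compared by a 2-sided exact permutation test, whose smallest possible p is 0.1 with 3 against 3. A total of 15 gene lists (hepatocyte, biliary, pericentral and periportal hepatocyte, cell cycle, YAP target, Notch pathway, dissociation stress, stellate cell and fibroblast, macrophage, neutrophil, B cell, T and NK cell, erythroid and endothelial) were tested by camera with a preset correlation of 0.01, adjusted over 78 tests.

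The design, the lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named 9 genes in advance and, for each of the first 3 comparisons, the 3 genes with the largest log2 fold change in each direction among called genes with at least 10 CPM in the higher group and no overlap between replicates. One gene chosen by this rule is not reported here. Alternatives covered DESeq2, other scaling factors, filters on low counts, a replicate block, fits of 6 libraries, a minimum fold change, other list tests, and fits that each left out 1 library. Counts of genes outside the range of 2 groups, and a replicate block joined with offsets for GC content and gene length, were added after the data were seen. Length and GC were those of the longest GENCODE M21 transcript, and 97.7% of the kept genes had both. The 2 trends were fitted to each library by lowess and refitted on each other's residuals.

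Labels gave each group the replicate numbers 1 to 3. Deviations from the group means correlated between same-numbered libraries with r from 0.121 to 0.293 for intermediate and early, from 0.137 to 0.322 for full and intermediate, and from 0.170 to 0.257 for BEC and full, across genes. The numbers thus pair the libraries in these 3 comparisons. In the other comparisons at least 1 pair had r under 0.1. Pairing was weaker there but not absent. The lowest same-numbered r was 0.0960 for full and early, 0.0442 for BEC and early, and 0.0839 for BEC and intermediate. The highest r between differently numbered libraries was 0.0332, 0.00598 and 0.0516. With the replicate number as a block, 571 of 16210 genes had a replicate-number effect. Of 216 renumberings, 1 (the labelled one) gave a mean r as large as 0.178. What the numbers mark was not stated. Replicates of each group differed beyond counting error alone, which takes reads as independent molecules, with chi-square per degree of freedom between 5.34 and 58.2. Xist had 2 to 10 counts per library, and Ddx3y, Uty, Kdm5d and Eif2s3y had between 312 and 1556.

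The procedure was tested on simulated counts drawn from the real library sizes, with 1 dispersion of 0.02 for every gene and independent libraries. Spread that differs by gene and pairing of replicates were therefore not covered. Of 200 genes changed by a log2 fold change of 2 in either direction, 100% were called in the right direction, and 8.68% of 219 calls were genes that had not been changed. The 200 genes were drawn from those with an expected count over 50, so the 100% does not cover lower counts. A group simulated halfway between early and BEC had a position of 0.503 over 15659 genes. Its share of the change was 51.9% for 4245 genes higher in BEC and 48.4% for 3524 genes lower in BEC. A group left unchanged reached 0.471% for the genes lower in BEC. In 20 simulations with no difference, the highest count of calls in any comparison was 1 of 16210 genes. A planted GC trend, with a rank correlation of 0.873 between fold change and GC over 15842 genes, fell to 0.0203 with the offsets. No length trend was planted, so the simulation did not test the length offsets.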

Results

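Transcriptomes were measured in cells sorted from livers of mice in which hepatocytes had been labelled with EGFP before injury with the DDC diet. The study asks how gene expression changes across stages of the conversion of hepatocytes toward biliary epithelial cells. Of the EGFP-positive cells, those without Cd24 and Epcam form the early group, those with Cd24 only the intermediate group, and those with both the full group. EGFP-negative, Epcam-positive cells are the resident biliary epithelial cells (BEC). Each group had 3 replicates. All groups were taken after the same 8 weeks of DDC, so their order is assumed from the sort markers and is not a time course. Total counts ranged from 15112893 to 19731887 per library. The 50 most abundant genes held 33.5% ± 2.39 of the counts in early libraries, 21.1% ± 0.391 in intermediate, 16.4% ± 0.467 in full and 15.6% ± 0.938 in BEC (SD, n = 3 each). The mitochondrial share was 7.63% ± 3.31 in early, where replicate 2 had 11.4%, against 4.27% ± 0.416, 2.33% ± 0.141 and 2.88% ± 0.470 in intermediate, full and BEC (SD, n = 3).

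The sort markers were examined first. Cd24a rose from 3.20 ± 2.16 CPM in early to 444 ± 75.8 in intermediate, 1074 ± 128 in full and 1073 ± 200 in BEC (SD, n = 3). Epcam rose from 0.592 ± 0.250 CPM in early to 18.8 ± 7.24 in intermediate, 254 ± 41.1 in full and 866 ± 35.6 in BEC (SD, n = 3). Both followed the sort gates, with Epcam transcripts above early in the intermediate group.

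**Figure D1:**
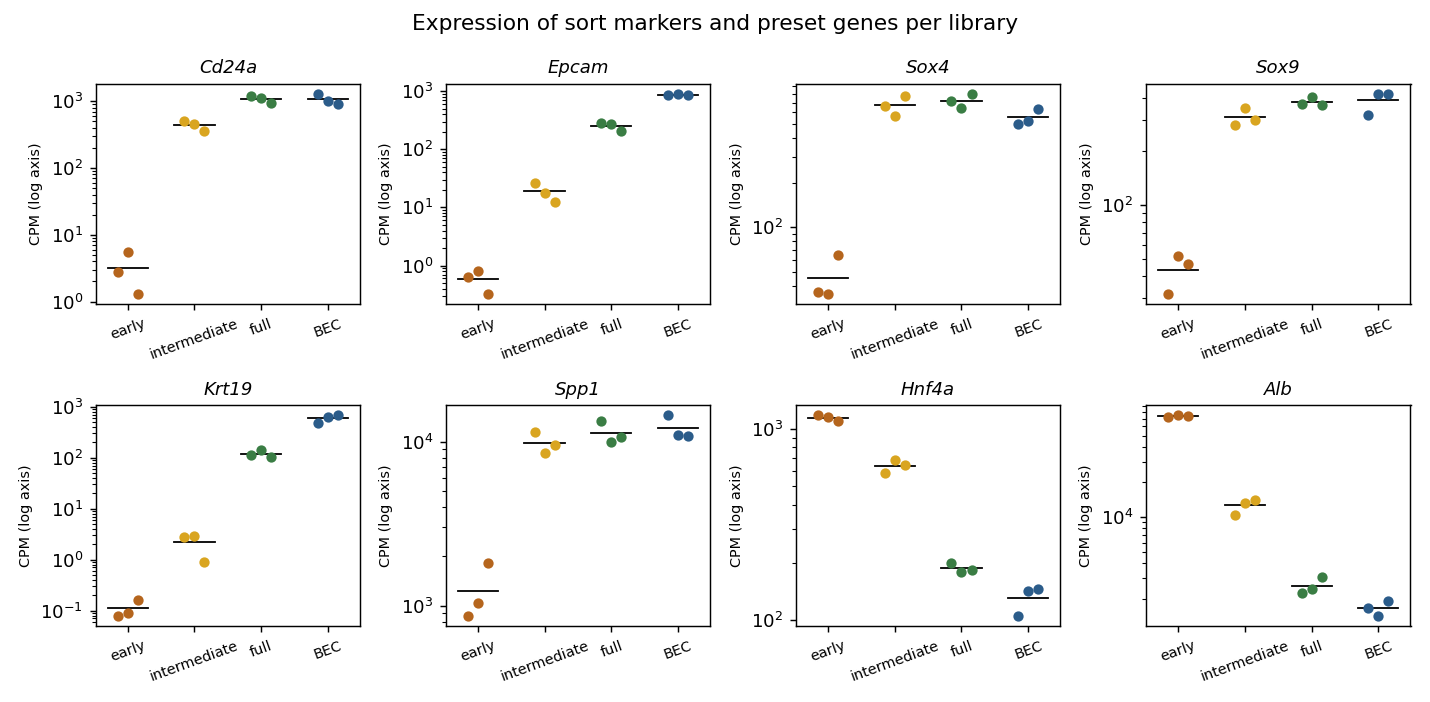
CPM on a log axis for 8 genes in each of the 12 libraries (points), with the mean of each group (line). Cd24a mean levels rise from 3.20 CPM in early to 444 CPM in intermediate, and Alb falls from 73507 to 12631 CPM.

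Among all 4 groups, 12255 of the 16210 genes tested differed (75.6%, edgeR's quasi-likelihood F test, Benjamini-Hochberg adjusted). The first principal component held 78.5% of the variance and the second 10.2%. Intermediate against early, the step marked by Cd24, gave 8817 genes, of which 4658 were higher and 4159 lower in intermediate. Full against intermediate, the step marked by Epcam, gave 6590 genes (3376 higher, 3214 lower). BEC against full, which asks what still separates converted hepatocytes from resident biliary cells, gave 3445 genes (1727 higher, 1718 lower). Full against early gave 11541 genes (6340 higher, 5201 lower), BEC against early 11842 (6491 higher, 5351 lower) and BEC against intermediate 8502 (4259 higher, 4243 lower). The alternative that moved these counts most was a test against a minimum 2-fold change, under which 2773 genes differed between intermediate and early. With total counts in place of TMM factors, 85.6% of the calls between intermediate and early were higher in intermediate, against 52.8% with TMM, and the median log2 fold change of all genes moved from 0.06 to 0.72. The directions given here are relative to the TMM scale.

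Across both steps, 2072 genes were called higher at both and 2484 lower at both. Another 2470 were higher at the first step and not called at the second, and 1134 were higher at the second step only. For lower genes these counts were 1505 and 614. Opposite directions at the 2 steps were called for 116 genes that rose then fell and 170 that fell then rose.

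At the first step, Sox4 rose from 45.5 ± 16.9 to 670 ± 106 CPM (log2 fold change 3.88, SE 0.23, edgeR adjusted p 1.55e-08). Sox9 rose from 43.4 ± 10.4 to 311 ± 36.6 CPM (2.85, SE 0.18, edgeR adjusted p 2.19e-08). Spp1 rose from 1237 ± 504 to 9866 ± 1523 CPM (3.00, SE 0.26, edgeR adjusted p 4.46e-07). Krt7 rose from 0.304 ± 0.0809 to 3.44 ± 2.39 CPM. Krt19 was at the floor in early and reached 2.21 ± 1.13 CPM, at least 8.10-fold higher. Alb decreased from 73507 ± 1345 to 12631 ± 1884 CPM (log2 fold change -2.54, SE 0.18, edgeR adjusted p 6.35e-08). Hnf4a decreased from 1141 ± 38.5 to 638 ± 49.6 CPM (-0.84, SE 0.12, edgeR adjusted p 4.60e-05), a call that was lost with total counts only (-0.17, edgeR adjusted p 0.196). By the preset rule, the genes that rose most were Tesc (at least 114-fold), Cdh6 (from 0.175 to 97.1 CPM) and Rgs4 (at least 66.8-fold). Among the genes that fell most were Cyp2d38-ps and BC024386, with log2 fold changes of -4.66 and -4.12. Cyp2d38-ps is a pseudogene of a multigene family, and its counts are uncertain.

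At the second step, Sox4 (log2 fold change 0.10, SE 0.20, edgeR adjusted p 0.730) and Spp1 (0.20, SE 0.24, edgeR adjusted p 0.550) did not differ between full and intermediate beyond the replicate spread. Sox9 was not called (0.28, SE 0.16, edgeR adjusted p 0.187), although it was with the replicate block (0.29, edgeR adjusted p 0.038) and with total counts only (0.48, edgeR adjusted p 0.030). Krt19 rose to 118 ± 18.8 CPM (5.74, SE 0.29, edgeR adjusted p 1.98e-08) and Krt7 to 172 ± 40.6 CPM (5.66, SE 0.36, edgeR adjusted p 1.01e-07). Hnf4a decreased to 187 ± 11.3 CPM and Alb to 2582 ± 448 CPM. Esrp1, Dmbt1 and Grhl2 were at the floor in intermediate and were at least 57.0-, 53.9- and 86.5-fold higher in full. Cfhr2, Itih3 and Ugt3a2 fell most, with log2 fold changes of -4.31, -4.27 and -4.15. Cfhr2 and Ugt3a2 belong to families of similar genes, and their counts are uncertain.

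Between BEC and full, Cd24a (log2 fold change -0.00, SE 0.25, edgeR adjusted p 1), Sox9 (0.04, SE 0.16, edgeR adjusted p 0.924) and Spp1 (0.10, SE 0.24, edgeR adjusted p 0.836) did not differ beyond the replicate spread. Sox4 was lower in BEC at 554 ± 69.3 CPM without being called (-0.37, SE 0.20, edgeR adjusted p 0.241), and was called with the replicate block (edgeR adjusted p 0.0307). Epcam (1.77, SE 0.21, edgeR adjusted p 3.87e-05) and Krt19 (2.33, SE 0.22, edgeR adjusted p 5.08e-06) were higher in BEC. Krt7 was also higher (1.17, SE 0.28, edgeR adjusted p 0.00708), though DESeq2 gave an adjusted p of 0.0604. Alb was lower in BEC (-0.64, SE 0.17, edgeR adjusted p 0.0133). That call was lost without full replicate 3 (-0.49, edgeR adjusted p 0.0752) and without BEC replicate 2 (-0.55, edgeR adjusted p 0.0718). Hnf4a was lower in BEC as well (-0.52, edgeR adjusted p 0.00625). By the rule, Dmbt1, Slc5a8 and Slc28a3 were highest in BEC relative to full, with log2 fold changes of 4.10, 3.88 and 3.76. Pcdh19, Msc and Ms4a4d were lowest, with -5.27, -5.18 and -4.95.

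On the line from early (0) to BEC (1), intermediate libraries had a position of 0.432 ± 0.036 and full libraries 0.837 ± 0.026 (SD, n = 3). The groups did not overlap, and each step gave an exact permutation p of 0.1, the smallest that 3 against 3 can give. The test took the libraries as unpaired, although the replicate numbers pair them. The early and BEC libraries also set the ends of the line, so their mean positions are 0 and 1 by construction. The group means lay off the line by 0.319 (intermediate) and 0.282 (full) of its length. The alternative that moved the positions most used the 500 most variable genes and gave 0.398 and 0.857.

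**Figure D2:**
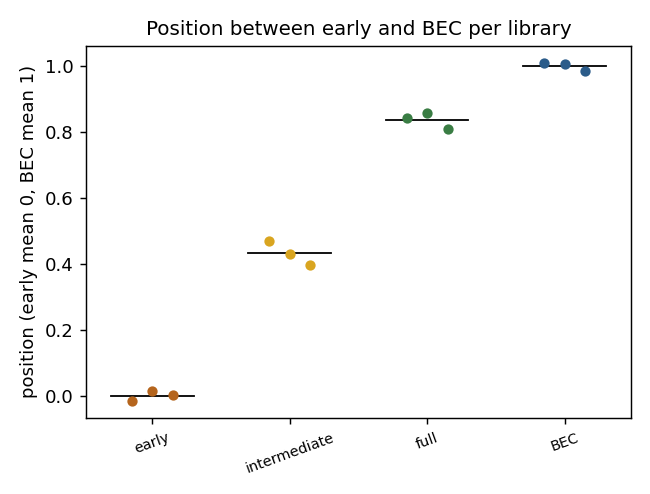
Position of each library on the line between the early mean (0) and the BEC mean (1), with group means as lines. Intermediate libraries lie between 0.398 and 0.469 and full libraries between 0.808 and 0.859.

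For 4362 genes higher in BEC than early, intermediate had reached a share of 0.517 ± 0.035 of the change. For 3185 genes lower in BEC the share was 0.501 ± 0.016 (SD, n = 3). In full the shares were 0.886 ± 0.015 and 0.881 ± 0.028. The comparison uses the same early libraries on both sides, and a simulated group left unchanged reached 0.471% for the lower genes. The near equality of the 2 directions in intermediate depended on scaling. With total counts only, the shares were 0.646 for higher and 0.358 for lower genes.

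Some genes lay outside the range of 2 other groups by at least 2-fold, called on both sides. In full, 324 genes were above and 66 below both early and BEC, and 148 were above and 30 below both intermediate and BEC. In intermediate, 23 were above and 101 below both early and full, and 184 were above and 144 below both early and BEC. The sets above early and BEC in full and in intermediate shared 123 genes.

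Of 78 list tests, 32 had a camera adjusted p under 0.05. All 32 also passed fry, which called 51, and 5 passed with an estimated correlation. The count does not set the labelled groups apart, since random splits of the libraries often gave as many. The hepatocyte list fell at the first step (median log2 fold change -2.21, camera adjusted p 2.17e-09), at the second (-2.34, camera adjusted p 3.48e-12) and between full and BEC (-0.82, camera adjusted p 2.95e-06). The biliary list rose at each (2.85, 1.10 and 0.65), and its first 2 rises held with an estimated correlation (camera adjusted p 0.0207 for both), while the third did not (camera adjusted p 0.0986). With an estimated correlation the hepatocyte list lost its 3 calls (camera adjusted p 0.224, 0.192 and 0.323), and the periportal, pericentral, YAP target and Notch pathway lists lost theirs at these steps. With genes at the floor set to their bound, the biliary median of the first step was 2.84 and the hepatocyte median of BEC against full was -0.73. At the first step, 18 of 18 hepatocyte genes and 14 of 15 biliary genes were called when adjusted over the list alone, the same numbers as over all genes tested. The periportal list fell by 3.34 and then by 3.20 on the log2 scale, and did not differ between BEC and full (-0.06, camera adjusted p 0.104). That last result was called without full replicate 1 (-0.29) and without BEC replicate 3 (-0.59). The pericentral list fell at the first step (-2.74, camera adjusted p 4.14e-05), was not called at the second (-1.49, camera adjusted p 0.100), where it was called by fry (fry adjusted p 0.00196) and with total counts only (-1.29, camera adjusted p 0.0191), and did not differ at the third (0.10). The YAP target list rose by 1.34 and 0.53 and the Notch pathway list by 1.29 and 0.63 at the first 2 steps, with BEC against full at 0.01 and 0.02. At the second step, 9 of 13 YAP target genes were called when adjusted over the list alone and 7 over all genes tested. The bound set by the floor gave a Notch median of 1.24 at the first step. The Notch calls were lost with total counts only (camera adjusted p 0.209 and 0.0668). The first was also lost without early replicate 1 (camera adjusted p 0.0799) or intermediate replicate 3 (0.0635), and the second without intermediate replicate 1 (0.0574), intermediate replicate 2 (0.0576) or full replicate 3 (0.0519).

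The cell cycle list was lower in intermediate than in early (-1.61, camera adjusted p 0.00162, 16 of 16 genes lower) and higher in full than in intermediate (3.08, camera adjusted p 1.93e-08, 16 of 16 higher). Neither held with an estimated correlation (camera adjusted p 0.575 and 0.323). BEC against full gave -0.03.

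**Figure D3:**
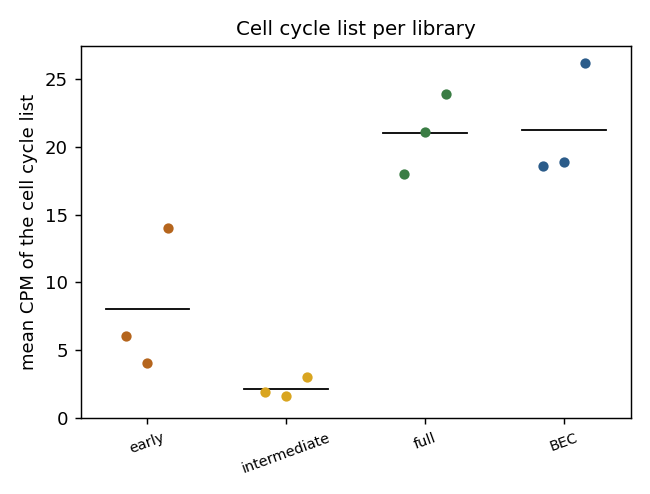
Mean CPM of the 16 cell cycle genes in each library (points), with group means as lines. The 3 intermediate libraries lie at or under 2.99 CPM, and the lowest early or full library is at 4.05 CPM.

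The dissociation stress list was not called at the 3 steps (0.50, -0.07 and -0.16). Lists for other cell types were not called by camera with TMM factors and all libraries. Their medians at the 3 steps were -1.01, -0.80 and 0.22 for stellate cells and fibroblasts, 0.10, 0.39 and 0.84 for macrophages, -0.33, -1.58 and 0.64 for endothelial cells, 2.76, 2.35 and 0.11 for B cells, and -2.42, -1.32 and 0.01 for erythroid cells. The B cell and erythroid lists rest on 2 tested genes each. At the bound set by the floor, the B cell median of the first step was 1.69. With total counts only, camera called the stellate cell and fibroblast list (-0.35, adjusted p 0.0407) and the erythroid list (-1.76, adjusted p 0.0268) at the first step and the endothelial list (-1.39, adjusted p 0.0222) at the second. The endothelial list was also called at the second step without intermediate replicate 1 (-1.94, camera adjusted p 0.041). Fry called the B cell list at both of the first steps (fry adjusted p 3.77e-05 and 0.000149) and the erythroid list at the first (fry adjusted p 0.002). The macrophage list was called between BEC and full without full replicate 3 (1.54) and without BEC replicate 1 (1.16). The neutrophil and the T and NK cell lists had 0 and 1 genes above the filter and were not tested.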

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

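Leaving out the fits that each omitted 1 library, the results that answer a comparison stayed within their limits in 117 cases and moved in 23. With a minimum 2-fold change, fewer genes passed by construction: 2773 for intermediate against early (1645 higher, 1128 lower), 1931 for full against intermediate, 803 for BEC against full, 5671 for full against early, 6129 for BEC against early and 3202 for BEC against intermediate. The number of list tests under 0.05 was 51 with fry and 5 with an estimated correlation, against 32.

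Scaling decided the balance of directions. With total counts only, the share of calls that were higher was 85.6% for intermediate against early, 72.6% for full against intermediate, 81.8% for full against early, 80.3% for BEC against early and 66.5% for BEC against intermediate, against 52.8%, 51.2%, 54.9%, 54.8% and 50.1%. BEC against full stayed near even, at 50.3%. The median log2 fold change of all genes moved to 0.72, 0.21, 1.005, 1.004 and 0.20 in those 5 comparisons. Of the 8817 genes called between intermediate and early, 6281 were called in the same direction with total counts only, and 8487 with median-of-ratios factors. The share of the change reached became 0.646 (higher genes) and 0.358 (lower genes) in intermediate, and 0.942 and 0.809 in full. The number of genes below both early and BEC in full was 36, against 66, and that of genes below both early and full in intermediate was 42, against 101. The same setting reversed the endothelial list at the first step (0.33), the stress list at the second (0.14) and Cd24a between BEC and full (4.51e-05), none past the threshold. With DESeq2, Cd24a in BEC against full was 0.0115. The cause of these changes, beyond the shift of the median, was not tested.

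The filter to genes with a mean of at least 50 counts tests 12245 genes. It gave shares of 0.565 (intermediate) and 0.906 (full) for genes higher in BEC. It left 188 genes (against 324) above both early and BEC in full, and 14 (against 23) above both early and full in intermediate. In full, 84 (against 148) were above and 19 (against 30) below both intermediate and BEC. These sets shrank more in proportion than the 16210 genes tested without this filter. The smaller number of genes tested therefore does not account for the whole loss. Requiring an absolute log2 fold change of at least 2 gave shares of 0.473 and 0.463 in intermediate and 0.865 for higher genes in full; the cause was not tested.

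With the replicate block, 9274 genes differed between intermediate and early, 7300 between full and intermediate, 4096 between BEC and full, 11848 between full and early, 12122 between BEC and early, 9045 between BEC and intermediate and 12628 among the 4 groups, and 35 list tests passed. The positions were 0.432 and 0.837, means that the block leaves as they are by construction. Of the genes named, it changed 2 calls, Sox9 in full against intermediate (adjusted p 0.038) and Sox4 in BEC against full (adjusted p 0.0307), both gained. It reversed the sign of 3 list medians near 0, macrophage at the first step (-0.0359), stress at the second (0.00134) and erythroid at the third (-0.00598), none called. It changed no other call among the named genes and the lists of the first 3 comparisons. Joined with offsets for GC content and gene length, chosen after the data were seen, it gave 9378, 7335 and 4375 genes for the 3 steps and 344 genes above both early and BEC in full, and the stress list at the second step was 0.0801. Before the offsets, log2 fold changes had a rank correlation with gene length of 0.254, 0.288 and 0.0781 across genes at the 3 steps, and with the offsets 0.0365, 0.0377 and 0.0167. Rank correlations with GC content were small before the offsets, at 0.0263, -0.0243 and -0.0695.

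Across the fits that each left out 1 library, counts ranged from 8123 to 8478 for intermediate against early, from 5276 to 6143 for full against intermediate and from 2644 to 2970 for BEC against full. Positions ranged from 0.413 to 0.449 (intermediate) and from 0.824 to 0.849 (full). One result that answers a comparison moved: genes below both early and full in intermediate ranged from 65 (without early replicate 3) to 121. Directions changed for 18 results, and none of the reversed values was past the threshold; the cause was not tested. At the first step, the macrophage list ranged from -0.31 to 0.60 and the endothelial list from -0.70 to 0.15. At the second, the stress list ranged from -0.33 to 0.25, the macrophage list from -0.70 to 0.86 and Sox4 from -0.00942 to 0.22. Between BEC and full, medians ranged from -0.26 to 0.31 for the pericentral, -0.59 to 0.33 for the periportal, -0.18 to 0.10 for the cell cycle, -0.0372 to 0.16 for the YAP target, -0.0905 to 0.11 for the Notch, -0.35 to 0.0536 for the stress, -0.000191 to 0.38 for the stellate, -0.30 to 1.54 for the macrophage, -0.0652 to 0.38 for the B cell and -0.32 to 0.41 for the erythroid list. Cd24a ranged from -0.16 to 0.10, Sox9 from -0.0320 to 0.16 and Spp1 from -0.0451 to 0.24. Other single calls changed in 12 cases, 7 weaker and 5 stronger. Outside these fits, 17 were weaker and 11 stronger, of which 13 were lists that lost the threshold with an estimated correlation.

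In each of the 6 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the labelled one, gave as many genes, and the highest other split gave 0. With 10 splits the share cannot go under 0.1. Of the 4 splits that part all same-numbered pairs, the highest other count was also 0. For the 4 groups, 1 of 100 splits gave as many genes, and the highest other gave 5881. For the number of list tests under 0.05, 63 of 100 splits gave 32 or more, so that number does not separate the labelled groups from random ones. For genes outside the range of 2 groups, the number of splits with as many was 1 of 100 (above early and BEC in full), 2 (below), 2 and 2 (above and below early and full in intermediate), and 2 and 3 (above and below intermediate and BEC in full). The highest other splits gave 35 genes against 324, 124 against 66, 1073 against 23, 1101 against 101, 1087 against 148 and 1188 against 30, in the same order, so that 1 or 2 other splits gave a set at least as large as the labelled one in each case except the first.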

Other observations

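Tests of the cell cycle list, of mixtures, of GC and length, of collagen genes and of the replicate 1 pattern were chosen after their results had been seen; the tests of carry-over, of library size and of scaling for the genes above both early and BEC were set before.

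The cell cycle list was lower in intermediate than in both neighbours. Its mean was under that of every early and full library in 3 of 3 intermediate libraries, and 16 of 16 genes had a lower mean than in early and in full. A mixture of early and full cells in the intermediate gate would lie between them, which the values argue against. The list stayed lower than in early with total counts only (median log2 fold change -0.95), without early replicate 3, the library with the highest early level (-0.95), and with the replicate block and GC and length offsets (-1.54). The list was not called with an estimated correlation, and levels were low, at most 2.99 CPM on average in an intermediate library. A candidate explanation is that few cells of the Cd24-positive, Epcam-negative population were cycling; differences in how the gates select cells by size or stage were not tested.

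Genes above both early and BEC in full, 324 in number, included Pcdh19 and Msc. In intermediate, 184 genes were above both early and BEC, and 123 of them were among the 324. If the full gate held a mixture of intermediate and BEC cells, no gene should exceed both, but 148 did, of which 146 were among the 324; in 20 simulated even mixtures the highest count was 1. This argues against such a mixture for those 146 genes. The other 178 were not called at least 2-fold above intermediate, although many had higher levels than in intermediate. A mixture has 1 share of intermediate cells for every gene, and 29 genes of the hepatocyte and periportal lists gave a median share of 2.88%, 3.28% and 8.73% in the 3 full libraries. At that share, at least 87.6% of the 178 genes lay at more than 2 times the predicted level in each full library. At the highest share that any of the 29 genes gave, between 28.7% and 33.8%, 176 of the 178 still lay above it in each, which argues against this mixture for them as well. The replicate block with GC and length offsets left 94.8% of the 324 in the set. Total counts only left 100%, but that setting raises full over early and hardly moves full against BEC, so it could not have removed them and decides nothing about scaling. Stellate cells or fibroblasts could add such genes, but 0 of Col1a1, Col3a1 and Dcn had a higher mean in full than in both early and BEC (Col1a1 16.7 ± 3.92 CPM in full against 19.4 ± 6.77 in BEC, SD, n = 3). Rgs5, a member of the same preset list chosen here after its values were seen, was at 3185 CPM in full and 1918 in BEC. Cells that carry Rgs5 without these collagen genes were not tested. A state of converted hepatocytes that neither early cells nor BEC share, present in part in intermediate cells, stays open as a hypothesis.

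The hepatocyte list was higher in full than in BEC, which could come from RNA or cells of the early kind carried into the full gate. Carry-over would add a like share of each gene's early level. The excess of full over BEC had a median of 1.95% of the early level for 16 hepatocyte genes and 0.0702% for 10 periportal genes. Of these, 3 hepatocyte genes and 5 periportal genes were not above BEC. The periportal median was under the hepatocyte median in 3 of 3 full libraries. It was -0.0691% against 1.92% in replicate 1, -0.0360% against 1.28% in replicate 2 and 0.549% against 2.69% in replicate 3. With negative values in replicates 1 and 2, a ratio exists only in replicate 3, where the lists were at least 3-fold apart. That limit was given its number after the values were seen. These values set each full library against the mean of all BEC libraries, without the pairing by replicate number. Between same-numbered libraries, the periportal list mean was higher in full (3.04, 3.27 and 3.84 log2 CPM in replicates 1, 2 and 3) than in BEC (2.26, 2.88 and 3.60). The negative signs may thus depend on leaving out the pairing, and paired shares were not computed. A wider set held 196 genes with at least 100 CPM in early and at least 64 times the BEC level. Of these, 23.98% did not exceed BEC in full, under the 25% set for this measure, so that measure alone did not decide. The list medians over group means, 1.95% and 0.0702%, do not change with pairing. They argue against carry-over of average early cells as the whole cause. Of 10 pericentral genes, 6 were higher in BEC than in full and 4 were lower. This count decides nothing about carry-over, since no minimum level in early was set for it. In addition, 2 of the 10 were higher in BEC than in early (Glul 128 against 108 CPM, Slc1a2 24.5 against 14.7 CPM). Carry-over from a subset of hepatocytes low in periportal and pericentral genes was not tested. Loss of these genes ahead of those of the hepatocyte list may also give this pattern.

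The dissociation stress list had its lowest mean in replicate 1 in 4 of 4 groups, on average 1.002 log2 units under the other replicates. Replicate 1 took 2 different ranks in total count over the 4 groups, which argues against library size. Same-numbered libraries may have shared an animal or a day of handling, and these cannot be told apart since the meaning of the numbers was not stated. No biological explanation was tested.

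In some cell type lists most of the counts came from 1 gene. Csf1r was the highest macrophage gene in BEC at 127 CPM, with the next, Cd5l, at 4.60 CPM, although 10 of 10 tested genes of the list were higher in BEC than in full (median log2 fold change 0.84, camera adjusted p 0.183). Igkc was the highest B cell gene in BEC at 34.5 CPM, with the next, Ebf1, at 1.61 CPM.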
